# Intrauterine Growth Restriction Is a Direct Consequence of Localized Maternal Uropathogenic *Escherichia coli* Cystitis

**DOI:** 10.1371/journal.pone.0033897

**Published:** 2012-03-21

**Authors:** Michael Bolton, Dennis J. Horvath, Birong Li, Hanna Cortado, David Newsom, Peter White, Santiago Partida-Sanchez, Sheryl S. Justice

## Abstract

Despite the continually increasing rates of adverse perinatal outcomes across the globe, the molecular mechanisms that underlie adverse perinatal outcomes are not completely understood. Clinical studies report that 10% of pregnant women will experience a urinary tract infection (UTI) and there is an association of UTIs with adverse perinatal outcomes. We introduced bacterial cystitis into successfully outbred female mice at gestational day 14 to follow pregnancy outcomes and immunological responses to determine the mechanisms that underlie UTI-mediated adverse outcomes. Outbred fetuses from mothers experiencing localized cystitis displayed intrauterine growth restriction (20–80%) as early as 48 hours post-infection and throughout the remainder of normal gestation. Robust infiltration of cellular innate immune effectors was observed in the uteroplacental tissue following introduction of UTI despite absence of viable bacteria. The magnitude of serum proinflammatory cytokines is elevated in the maternal serum during UTI. This study demonstrates that a localized infection can dramatically impact the immunological status as well as the function of non-infected distal organs and tissues. This model can be used as a platform to determine the mechanism(s) by which proinflammatory changes occur between non-contiguous genitourinary organs

## Introduction

Adverse perinatal outcomes include both prematurity (birth prior to 37 weeks) and/or low birthweight (weight below 2500 grams). There is a discernible etiology in only 50% of adverse perinatal outcomes [1]. The primary known causes of adverse outcomes include multiple gestation [2], high blood pressure [3], diabetes mellitus [4], intrauterine infection [5], pneumonia [6], [7], periodontal disease [8], [9] and UTI [10], [11]. Premature and low birthweight neonates have increased rates of morbidity and mortality in the first year of life and suffer from a plethora of life-long health conditions including: neurological, respiratory, gastrointestinal, cardiovascular, and immunological [12], [13]. These health conditions are more severe when the mother experiences infections during pregnancy [14].

Pregnancy is a unique situation in which the fetus carries both maternal (“self”) and paternal (“non-self”) antigens. While the immune system normally functions to attack non-self stimuli, successful gestation requires the maternal immune response to “ignore” paternal antigens produced by the fetus (termed: fetal tolerance). While mechanisms of tolerance between mother and fetus are not completely understood, it is clear that dendritic cells (DCs), T cells and natural killerd (NK) cells play crucial roles at the maternal-fetal interface and in maternal tissues to ensure that pregnancy proceeds successfully [15]. Immature dendritic cells (iDCs) migrate from the uterus to local lymph nodes during pregnancy to induce T cell differentiation into Th2/3 and regulatory T cells (Treg). Th2/3 cells prevent maternal immune responses from attacking the developing outbred fetus to maintain healthy pregnancies [15].

Maternal infections contribute to nearly 40% of all adverse perinatal outcomes [13]. Murine models have begun to illuminate immunological changes that lead to adverse perinatal outcomes due to maternal intrauterine infection [16], [17], [18]. Various cellular and soluble immune effectors are known to contribute to fetal tolerance and thus, a successful pregnancy. However, these same effectors may negatively affect the developing fetus in the presence of a pro-inflammatory stimulus (e.g. infection). For example, interferon gamma (IFN-γ) and tumor necrosis factor (TNF) promote DC maturation in response to an inflammatory/infectious stimulus [15]. Thus, mature DCs (mDCs) may travel systemically and, in the presence of IL-12, induce T cell differentiation into Th1 type cells [15]. Th1 cells then produce IL-12, IFN-γ and TNF, which result in an inflammatory, unfavorable environment for a developing fetus [15]. Local intrauterine infections may elicit sufficient inflammatory cytokines that recruit inflammatory cells and thus promote an inhospitable intrauterine environment [19], [20]. However, mechanisms by which localized extrauterine infection, such as UTIs, cause low birthweight and/or preterm birth are unknown.

UTIs affect almost 50% of all women (10% of pregnant women) and manifest in a variety of clinical presentations (i.e., asymptomatic bacteriuria, cystitis, and pyelonephritis) [19]. While many UTIs generally have a mild clinical course with few sequelae in the general population, even asymptomatic bacteriuria places the gestating female at risk for low birthweight offspring and preterm birth [20], [21], [22], [23], [24], [25], [26]. These studies suggest that UTIs act as an independent risk factor for preterm delivery and intrauterine growth restriction-low birthweight (IUGR-LBW) [27].

There is a long-standing murine model for UTIs caused by uropathogenic *Escherichia coli* (UPEC) that has been extensively studied to determine the molecular details of UTI pathogenesis (see recent reviews [28], [29]). Observations made with the mouse model have been confirmed in human urine samples and biopsies of patients infected with UPEC [28], [30], [31], [32], [33], which validates this as an appropriate model for human UTI. We hypothesize that a cascade of immunological events occurs in response to a UTI that affects nearby but uninfected organs such as the uteroplacental unit. To this end, we developed a novel murine model for UTI-mediated adverse perinatal outcomes (i.e., IUGR-LBW) and analyzed cellular and soluble immune effectors that contribute to perinatal morbidity.

## Results

### Maternal UTI results in low-birth weight offspring

We selected inbred C57Bl/6J females (MHC haplotype b) for mating with inbred CH3/HeN males (MHC haplotype k) to produce outbred fetuses (see Methods and Materials for detailed discussion of the mating). Experimental UTI was established in pregnant mice 14 days after conception, as previously described [34](see Methods and Materials). The genitourinary tissues, fetuses and blood from pregnant mice were harvested at gestational days 16, 18 and after natural parturition (48 hours, 96 hours and 144 hours post infection, respectively). The weight of each offspring was measured on the day of harvest. There was no difference in the viability of the offspring in either experimental cohort either experimental cohort of the fetuses prior to delivery or of the pups observed. Viability was accessed by observation of visible independent movement of each fetus or pup within a given litter. Sham treated mice fostered more robust fetal growth than the mothers that received experimental UTI (Figure 1). At 48 hours post-infection, the median fetal weight from mothers that experienced sham infection was 0.6170±0.122 g, while the median fetal weight from mothers with UTI was significantly lower (0. 417±0.165 g) (p = 0.0008). Fetal weight gain was observed over the next 48 hours in most mothers, but the median remained stunted at 96 h in the experimental UTI cohort (1.093±0.108 g vs 1.004±0.175 g) (p = 0.0002). The greatest disparity in fetal weight was observed at delivery. After natural parturition, the median pup weight from mothers that experienced experimental UTI was 1.090±0.404 g, which was significantly lower than the median pup weight of 1.400±0.08 g from mothers who received sham treatment (p<0.0001). The severity of IUGR is most likely underestimated for the final two days of gestation as mice typically consume pups with weights less than 0.5 g. In fact, the number of pups was significantly different at the time of delivery (Figure 1), although the number of implantation sites was not different (median number of sites, n = 8 for both cohorts, p = 1.0), indicating that the same number of fetuses arose from the conception (data not shown). All mothers gained weight at similar rates and pups were delivered at 20 days (Figure S1). Therefore, the changes in offspring weight cannot be attributed to differences in maternal weight gain or gestational length. Thus, the experimental evidence strongly suggests that IUGR and LBW are the direct consequence of maternal UTI.

**Figure 1:**
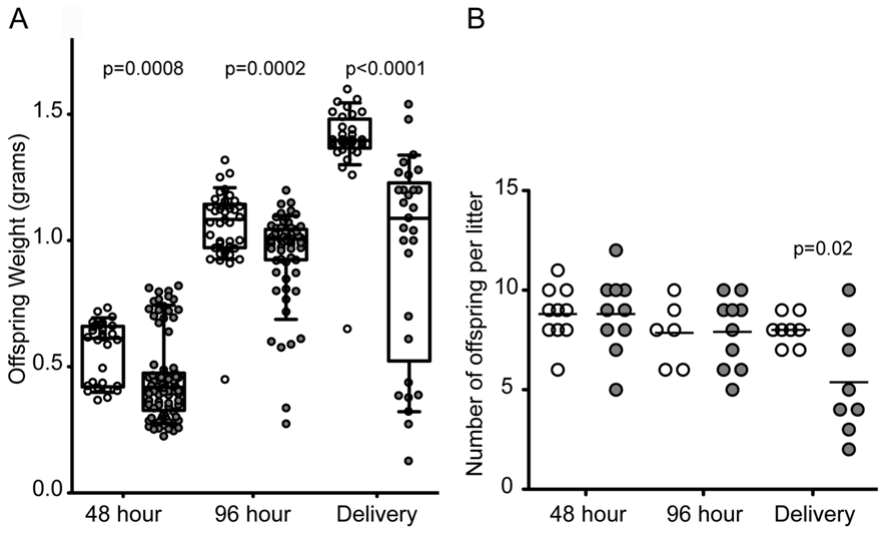
Perinatal outcomes in the presence and absence of maternal UTI. (A) Weight (grams) of each individual offspring from pregnant mice that received sham treatment (white) or experimental UTI (gray) at 48 h (10 mice each cohort), 96 h (10 mice each cohort), and delivery (8 mice each cohort). Box portion of the plot represents 95% of the samples with the range of samples indicated by the external bars; the horizontal bar within the box depicts the median and the mean values are indicated in the text. (B) The number of pups delivered for each mother is depicted. Statistical significance was determined using a two-tailed Mann-Whitney test for internal comparisons of each time point indicated in each panel.

### Cystitis remains localized during pregnancy

The genitourinary tissues, fetus and blood from pregnant mice were cultured for viable UPEC to determine the tissue distribution of UPEC following introduction into the urinary tract. No bacteria were detected in any of the tissues analyzed from sham-treated mice. Viable bacteria were present throughout pregnancy and parturition in the bladders of mothers that received UPEC (Table 1). The bacterial burden at the later time points is indicative of a latent infection [35], [36], [37]. Viable bacteria were not detected in the kidneys from mice that were given experimental cystitis, indicating that the urinary tract infection was restricted to the lower tract (bladder) throughout pregnancy. No viable bacteria were detected within the uteroplacental tissue, blood, and fetal tissues (Table 1), indicating that UPEC did not disseminate systemically and that other bacterial species did not gain access to the reproductive organs or the fetuses. Thus, the fetal detriment detailed above is likely not due to the direct bacterial invasion of the uteroplacental tissue observed with other models, but rather is the result of an inflammatory response disseminated to the uterus via cellular and/or soluble immune effectors.

**Table 1:** Bacterial burden of the bladder, kidney, and uterus of infected mothers at 48 h, 96 h, and delivery are reported as colony forming units (CFUs) per individual organ with the standard deviation.

Time	Bladder	Kidney	Uteroplacental	Blood	Fetus
48 hour	6×10^5^+670	N.D.	N.D.	N.D.	N.D.
96 hour	4×10^4^+3887	N.D.	N.D.	N.D.	N.D.
Delivery	1×10^4^+22	N.D.	N.D.	N.D.	N.D.

N.D. = not detected (Limit of detection is 10^3^ cfu).

### Influx of Polymorphonuclear neutrophils (PMNs) and Macrophages in the bladder during UTI

Although several laboratories, including ours [38], [39], [40] have described the infiltration of both PMNs and macrophages into the bladder during cystitis, the extent of phagocytic recruitment to the bladder of a pregnant mouse is not well characterized. We next evaluated the magnitude and types of proinflammatory cells recruited to the bladder during experimental UTI in pregnant mice. We initially sought to analyze the bacterial burden, myeloid infiltrate and lymphoid infiltrate in each of the genitourinary tissues. Under our experimental conditions, the samples were divided for three separate quantitative analyses (bacterial burden, myeloid cells, lymphoid cells). We successfully enumerated bacteria (Table 1) and myeloid cells (Figure 2). However, we did not detect a significant magnitude of lymphoid cell recruitment within the portions of the tissue examined at the selected time points (data not shown). At 48 hours post-infection (gestational day 16), both PMNs (CD11b^+^, Gr-1^+hi^, Ly6C^+^, F4/80^−^) and macrophages (CD11b^+^,Gr-1^+low^, Ly6C^+^ F4/80^+^) (Figure S2) were elevated in the bladder of infected pregnant mice compared to sham-treated pregnant mice (Figure 2). At 96 hours post-infection (gestational day 18), the number of phagocytic cells increased significantly [PMNs (p = 0.05) and macrophages (p = 0.03)] in the bladder. After the mothers went through natural parturition, the magnitude of both PMNs and macrophages diminished. The magnitude of inflammation remained constant despite a decrease in the bacterial burden at the later time points. The magnitude of PMN infiltrate is greater in the bladder of pregnant mice than in non-pregnant mice [40], further suggesting that pregnancy produces a distinct inflammatory environment in response to an extrauterine infection (i.e., UTI).

**Figure 2:**
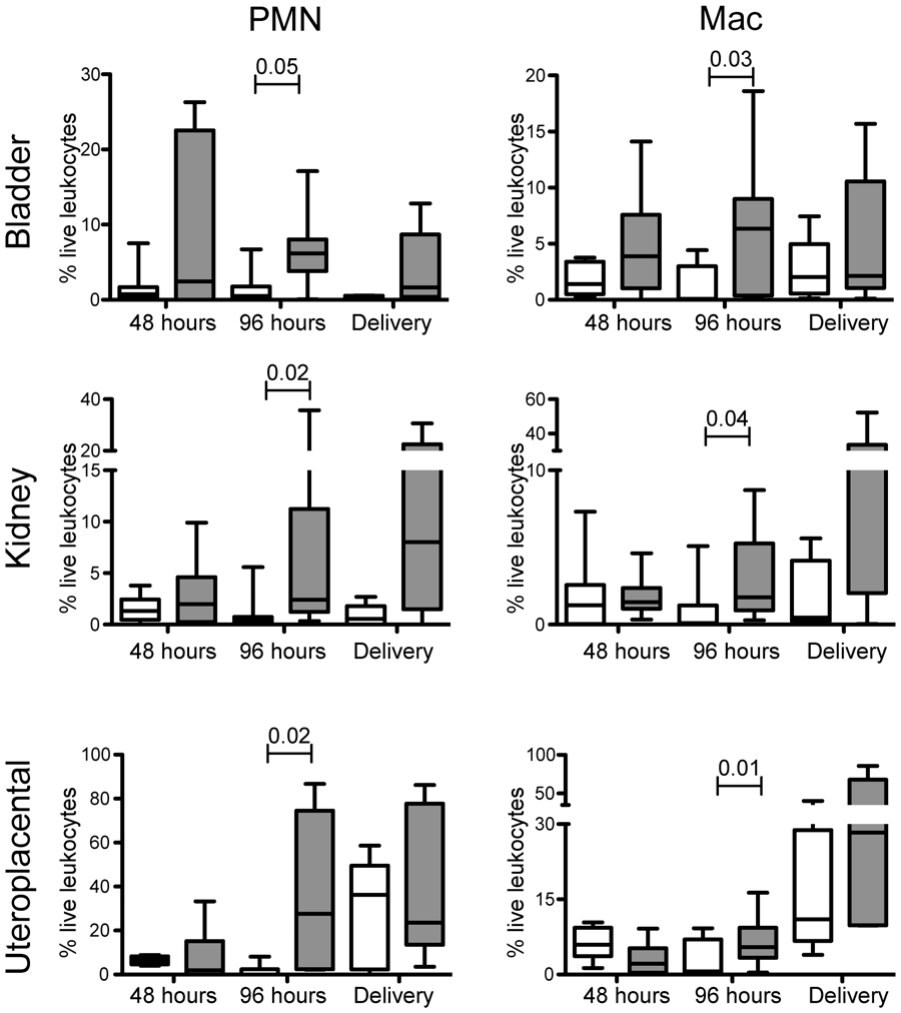
PMN and macrophage infiltration in uteroplacental tissues. The magnitude of the particular cell type of interest is reported as a percentage of live leukocytes within each individual organ indicated from pregnant mice that received sham infection (white) or experimental UTI (gray) at 48 h (10 mice each cohort), 96 h (10 mice each cohort), and delivery (8 mice each cohort). Abbreviations: PMN, polymorphonuclear neutrophil; Mac, macrophage. Bars indicate standard deviation. Statistical significance determined using a two-tailed Mann-Whitney for internal comparisons within each time point indicated in each panel.

### Influx of PMNs and macrophages in other genitourinary tissues during UTI

We next evaluated whether the induction of localized cystitis in the bladder would elicit a cellular immune response in adjacent genitourinary tissues. Renal tissue demonstrates a similar cellular pro-inflammatory infiltrate as observed in the bladder (Figure 2), despite the lack of viable UPEC in the organ (Table 1). The magnitude of both PMNs and macrophages increased over time and reached significance on gestational day 18 (96 hours post-UTI) (p = 0.02 and p = 0.04, respectively). With respect to the uterus, we observed a statistically significant change in infiltration of PMNs and macrophages throughout the last week of gestation (Figure 2; note change in scale of y axis). The magnitude of infiltration of PMNs into the uteroplacental tissue was inversely correlated with fetal weight at 96 h post infection (Figure S3). On gestational day 18 (96 hours post-UTI) the magnitude of PMNs and macrophages was significantly greater in the cohort that received experimental UTI when compared to the sham cohort (p = 0.02 and 0.01 for PMNs and macrophages, respectively). On the morning following natural delivery (gestational day 20), the difference in PMN and macrophage infiltration into the uterus lessened due to increased infiltration in the sham treated group (Figure 2). Phagocytic influx into uterus at parturition has been previously demonstrated [41]. Sukhikh *et al.* suggested a functional role for phagocytes during and after the natural course of parturition. We observed a difference in the magnitude of PMN and macrophage infiltration between the uteroplacental tissue and the non-pregnant uterus (data not shown), suggesting that pregnancy presents a unique situation, which may promote proinflammatory immune responses in the presence of infection. Interestingly, our results indicate that inflammation-associated cellular effectors are present in tissues that lack UPEC colonization, (e.g. uteroplacental tissue) suggesting that either soluble bacterial factors or transient host-derived mediators result in such an inflammatory environment.

### Mature dendritic cells (mDC) increase during UTI

The maturation state of DCs dictates the success or failure of outbred pregnancies [42]. In this study, we detected a statistically significant increase in the magnitude of mDCs (CD11c^+^, MHC II^+med-hi^) in the bladders of infected mice 48 and 96 hours post-infection (gestational day 16 and 18, respectively) (Figure 3). The presence of mDCs in the uterus indicates that inflammatory signals have expanded beyond the bladder and initiation of adaptive immunity has occurred (i.e., uterine mDCs). Interestingly, the percentage of iDCs, (CD11c^+^, MHC II^+lo^) which are important for maintenance of fetal tolerance, remained unchanged in uteroplacental tissues at all of the post-infection time points analyzed (Figure 3). The similar levels of iDCs suggest that, at least, portions of fetal tolerance are intact in the presence of maternal UTI. In addition, our data suggest that mDCs may have matured elsewhere (e.g., bladder) and may have trafficked to the uterus upon infection of the urinary.

**Figure 3:**
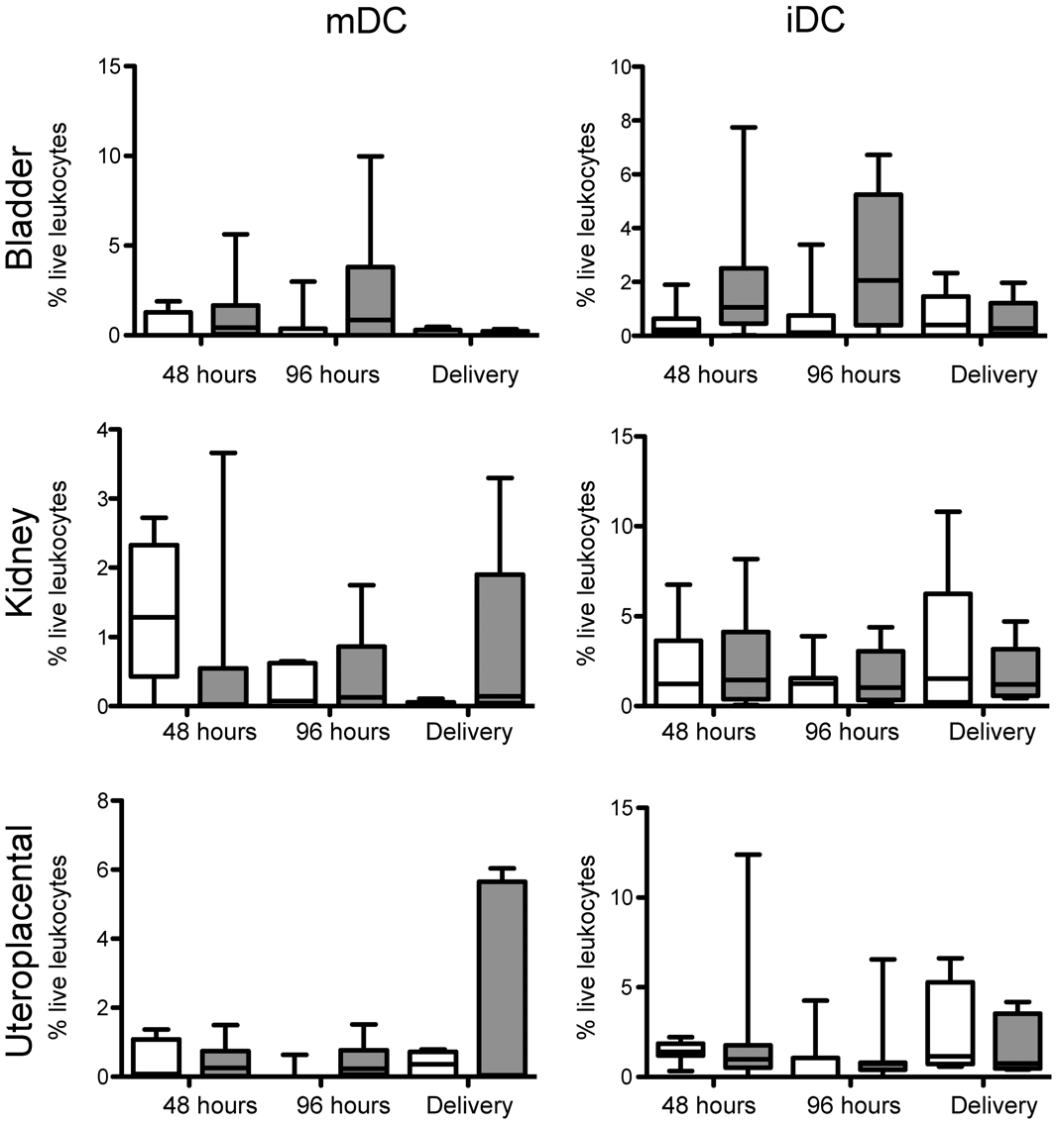
Presence of dendritic cells in uteroplacental tissues. The magnitude of the particular cell type of interest is reported as a percentage of live leukocytes within each individual organ indicated from pregnant mice that received sham infection (white) or experimental UTI (gray) at 48 h (10 mice each cohort), 96 h (10 mice each cohort), and delivery (8 mice each cohort. Statistical significance determined using a two-tailed Mann Whitney for internal comparisons within each time point, no significance observed. Abbreviations: mDC, mature dentritic cell; iDC, immature dendritic cell.

### Serum cytokines are elevated during maternal UTI

As serum levels of pro-inflammatory cytokines are elevated during UTI [33], we were interested to determine whether specific cytokines are associated with maternal UTI-mediated IUGR-LBW. Serum was collected from sham-treated and experimental UTI cohorts at the time of tissue harvest for evaluation of pro-inflammatory cytokine levels as described in Materials and Methods. While cytokines were elevated in the experimental UTI cohort as compared with the sham cohort at 48 hours, none of the individual comparisons reached statistical significance (data not shown). Circulatory pro-inflammatory cytokines were greater in mothers experiencing experimental UTI than in those mothers in the sham cohort at 96 hours post-introduction of UTI and at parturition (Figure 4). At 96 hours post introduction of infection, only the values for IL-6 were significantly greater in mothers that received experimental UTI compared to mothers in the sham cohort (p = 0.0028) (Fig. 4). When the magnitude of serum IL-6 was correlated to the weight of each individual fetus at 96 h post infection, the highest levels of IL-6 were observed in those infected mothers with the lowest weight offspring (Figure S4). At delivery, the magnitude of IL-6 remained significantly elevated (p = 0.001) as well as the magnitude of IL-4 (p = 0.04), IL-10 (p = 0.03), INF-γ (p = 0.008) and IL-17 (p = 0.0003) (Figure 4). These data demonstrate that a robust systemic immunological response, as measured by the magnitude of serum cytokines, occurs downstream of maternal UTI at a time when the bacteria have transitioned from the acute to the latent infection [35], [36], [43].

**Figure 4:**
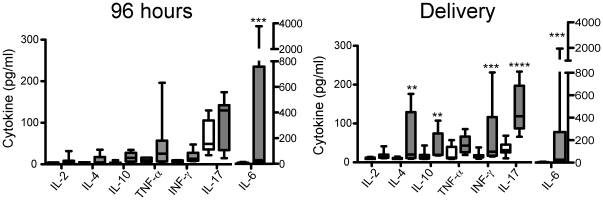
Serum cytokine profiles during pregnancy and UTI. The magnitude of serum cytokines (pg/ml) of cytokines at 96 h (A) and delivery (B) of mothers that received sham infection (white) or experimental UTI (gray). The serum taken from each individual mouse is measured separately. The number of mice used in each cohort at 96 h and delivery were 10 and 8, respectively. Statistical significance was determined using two-tailed Mann-Whitney (**, p<0.04; ***, p<0.008; ****, p = 0.0003).

### Transcriptional changes in placenta resulting from maternal UTI

In order to identify early changes in the placenta that lead to fetal demise, we compared transcriptional changes in the presence and absence of experimental UTI. Placenta and uterus were harvested on gestational day 16 (48 hours post UTI) from mice from the sham cohort and mice from that received experimental UTI on gestational day 14. 

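Placental RNA was compared on 2 two-color Agilent whole mouse genome arrays. On each array, RNA of 1 placenta from an infected mouse was labeled with Cy5, and RNA of 1 placenta from a sham-inoculated mouse was labeled with Cy3. Mice were inoculated on gestational day 14 and the placentas were harvested on gestational day 16, 48 h later. The comparison rests on n = 2 pairs of placentas, with the dyes the same way round on both arrays, so a dye effect on a single probe is not separated from infection. Both arrays lay on 1 slide and were scanned together. The sample labels and the methods give different sizes of the bacterial inoculum, and no value here depends on it. The authors read median spot intensities with Agilent's Feature Extraction, corrected them for the scanner offset, raised values under a threshold from the negative controls to that threshold, and normalized each array by loess. The same steps were repeated from the scanner intensities. The methods do not say how the threshold was set, so it was placed at the mean plus 2 SD of the 153 negative-control spots of each channel and array. Each value is a log2 ratio of infected over sham placenta, averaged over the spots of a probe, for 41174 probes. Of these, 25097 were named through RefSeq accessions in a gene table of assembly GRCm38.p6, and 16077 stay unnamed. The log2 ratios correlated across spots, which are not independent replicates, with those of the authors' deposited value table at r = 0.996 on array 1 and 0.998 on array 2. The median absolute difference between the 2 sets of values was 0.0043. Against log2 ratios of the unprocessed signals, the table's slope was 0.993 on array 1 and 0.983 on array 2. That table is therefore on a log2 scale with infected over sham as its direction, and its medians were 0 on array 1 and -0.01 on array 2. Of 43379 spots, 32051 on array 1 and 31027 on array 2 were well above background in the sham channel, and 30359 and 32438 in the infected channel. No spot was saturated. The number of arrays limits the precision, because limma's test has 1 residual degree of freedom per probe. A fold written with "at least" belongs to a probe that was not well above background in 1 channel on both arrays, and compares channel values after loess and Aquantile normalization. Among genes used in every cell, Gapdh had a log2 ratio of 0.23 ± 0.12 (SD, n = 2 arrays) and Actb one of -0.21 ± 0.32.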

The tissue samples were processed for extraction of mRNA and subjected to Agilent microarray analysis (Methods and Materials). There were no significant differences in the transcriptional profiles between the uterus tissue in the presence or absence of infection (data not shown). 

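The largest mean ratios of infected over sham placenta belonged to genes of trophoblast, the fetal cell lineage of the placenta. After cathepsin Q (Ctsq) these included the prolactin family genes Prl8a9, Prl2b1 and Prl7a2, the spongiotrophoblast gene Tpbpa, and the cell adhesion genes Ceacam11, Ceacam12 and Ceacam13. Tpbpa had a mean ratio of 754-fold, a log2 ratio of 9.56 ± 0.44 (SD, n = 2 arrays). Its signal was 233 on array 1 and 121 on array 2 in sham placenta, against 341964 and 368272 in infected placenta. At the other end stood Cuzd1 (log2 ratio -7.53 ± 3.11), the proenkephalin gene Penk (-6.66 ± 1.51), the sulfotransferase gene Sult1d1 (-6.32 ± 2.14) and the smooth muscle calponin gene Cnn1 (-5.34 ± 1.19). Kap, Akr1b7, Napsa, Tmprss4, Klk1b4, Akr1c18, Aqp5 and Kcne2 were also among the 12 genes with the lowest ratios. With 2 pairs, an effect of infection cannot be told apart from sham RNA of tissue with little placenta. This limit holds for the ratios of single genes and families below as well.

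**Figure D1:**
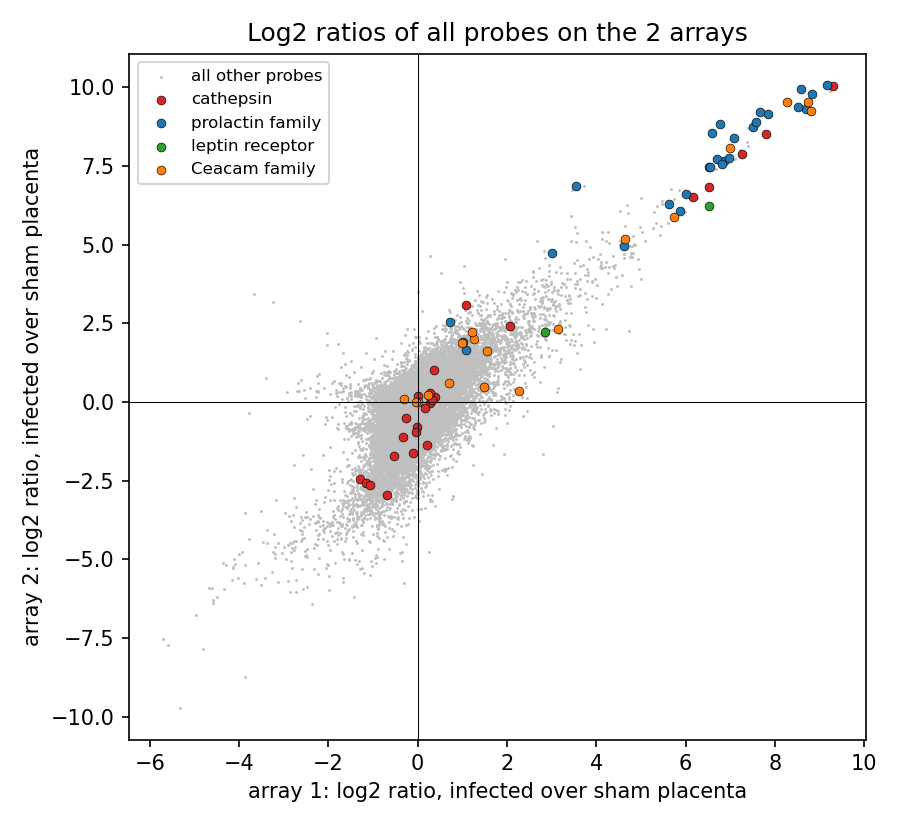
Log2 ratio of infected over sham placenta on array 1 (horizontal axis) and array 2 (vertical axis), 1 point per probe, with the probes of the cathepsin, prolactin, leptin receptor and Ceacam families in color and all other probes in gray. The colored points reach up to 629-fold for Ctsq on array 1 and 1071-fold for Prl8a9 on array 2, while most cathepsins other than the placental ones lie near or below 0.

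Of the 13 Ceacam family genes measured, 11 were over 2-fold higher by the mean of the arrays and none was over 2-fold lower, and 8 rose when adjusted over the list alone. Ceacam11 had a mean ratio of 568-fold (log2 ratio 9.15 ± 0.56), Ceacam12 one of 519-fold (9.02 ± 0.31) and Ceacam14 one of 56.0-fold (5.81 ± 0.08). The list shifted upward with limma's camera test at its preset inter-gene correlation (adjusted p = 1.43e-08), but not with an estimated correlation (adjusted p = 0.853). That estimate rests on 1 residual degree of freedom, so it cannot decide whether a list shifted, here or for the other lists. The preset correlation treats the genes of a list as nearly independent. Its p-values therefore do not measure the spread between placentas, here or for the other lists. The study chose this family on these samples, so its direction is not independent evidence. Of 9 pregnancy-specific glycoprotein genes, a related family that shares 1 gene with the Ceacam list, all 9 were over 2-fold higher on both arrays, Psg16 among them at a log2 ratio of 7.11 on array 1 and 7.73 on array 2. Markers of the uterine wall lay on the opposite side. Of 15 smooth muscle genes, 11 were over 2-fold lower in infected placenta by the mean of the arrays, 5 were so on both arrays, and none was over 2-fold higher. By the study's rule of a mean fold over 2, 2069 probes were higher in infected placenta and 2350 were lower. Required on both arrays, 1397 were over 2-fold higher and 640 over 2-fold lower. With a mean fold at or above 4.7, the lowest fold in the study's list, 458 probes were higher and 361 were lower. No probe passed limma's test at an adjusted p under 0.05 (the lowest was 0.285), and 4130 higher and 2144 lower probes had an unadjusted p under 0.05. With dim probes left out before the test, 285 probes were higher and 35 lower at an adjusted p under 0.05. The number of probes over 2-fold lower was 4103 on array 2 alone and 908 on array 1 alone.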

Within the placental tissues, there were 257 transcripts that ranged in differential expression values ranging from 4.7–810 fold (Table 2)(full raw data deposited into the MIAME compliant GEO database, accession GSE32028). Cathepesin Q, as well as a number of other apoptotic factors, demonstrated robust increase in expression (up to 810 fold) in the presence of maternal UTI. 

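Ctsq, which encodes cathepsin Q, a cysteine protease of the rodent placenta, had a mean ratio of 809-fold in infected over sham placenta, a log2 ratio of 9.66 ± 0.51 (SD, n = 2 arrays). The related placental cathepsin genes Cts3 (286-fold), Cts6 (190-fold), Ctsm (128-fold), Ctsj (103-fold) and Ctsr (81.5-fold) were higher on both arrays. Cts7 and Cts8 were not well above background in sham placenta. Adjusted over the list alone, 6 of the 8 placental cathepsin genes rose, and over all probes none passed (adjusted p = 0.285 for Ctsq from limma). The study chose the cathepsins on these samples, so this direction is not independent evidence. The cathepsins of other tissues did not follow. Of 13 measured, 2 were over 2-fold higher and 4 over 2-fold lower, and 1 rose when adjusted over the list alone, with Ctsk at a log2 ratio of 2.23 ± 0.25 and Ctsc at -1.87 ± 1.00. Of 39 apoptosis genes other than cathepsins, none was over 2-fold higher by the mean of the arrays, 2 were over 2-fold lower, and none passed limma's test when adjusted over the list alone, while 3 were higher and 4 lower at an unadjusted p under 0.05. Their median log2 ratio was -0.25. The pro-apoptotic gene Bax had a log2 ratio of -0.30 ± 0.11, the executioner caspase gene Casp3 one of -0.25 ± 0.17, and Bad one of -1.75 ± 1.37. The list's adjusted p from camera was 0.0804, and with an estimated correlation the adjusted p = 0.853. Of 17 targets of p53 and DNA damage, 1 was over 2-fold higher and 1 over 2-fold lower, with Btg2 at a log2 ratio of 1.12 ± 0.51 and Trp53inp1 at -0.76 ± 0.06. The list's median was -0.20. Cdkn1a, the p21 cell cycle inhibitor gene, had a log2 ratio of -0.63 ± 0.46. Most trophoblast markers outside the study's families were higher alongside the placental cathepsins. Of 24 such genes, 17 were over 2-fold higher and 2 over 2-fold lower by the mean of the arrays, and 15 and none on both arrays. The higher ones include the transcription factor gene Tfap2c (6.09 ± 0.50 on the log2 scale), the lower ones are Krt7 (-1.08 ± 0.77) and Elf5 (-1.10 ± 1.71, with 0.11 on array 1 and -2.31 on array 2), and smooth muscle genes had a median log2 ratio of -2.23. With dim probes left out before the test, the 6 placental cathepsins passed limma's test over all remaining probes, and none of the 39 apoptosis genes did. From the induction of cathepsin Q, which it describes as an apoptotic factor of the placenta, the paper proposes that phagocytes entering the tissue damage the DNA of placental cells.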

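All 22 prolactin family genes measured in placenta were over 2-fold higher in infected than in sham placenta by the mean of the 2 arrays, 21 of them on each array. Most are trophoblast hormones. Prl8a9 had a mean ratio of 783-fold (log2 ratio 9.61 ± 0.64, SD, n = 2 arrays) and Prl3b1, which encodes placental lactogen 2, one of 512-fold (9.00 ± 0.44). Prl8a2, which decidual cells express, had a ratio of 36.7-fold that differed between the arrays, at a log2 ratio of 3.55 on array 1 and 6.85 on array 2. Prolactin itself, the pituitary hormone encoded by Prl, was not well above background in sham placenta on either array and was at least 2.44-fold higher in infected placenta, with signals of 28 and 29 against 106 and 199. Prl5a1 was at least 2.59-fold and Prl7c1 at least 14.2-fold higher. The 22 genes were read by 26 probes, of which 22 had a mean ratio of 27.6-fold or more. Family members are close in sequence, so a probe may also bind transcripts of its relatives. Adjusted over the list alone, 21 genes rose, and over all probes none passed limma's test (adjusted p = 0.285 for Prl8a9). Camera with its preset correlation gave the list an adjusted p of 8.15e-19, and with an estimated correlation the adjusted p = 0.853. The first value treats the genes as nearly independent and does not measure the spread between placentas. The family was picked by the study on these samples and is not independent evidence. Markers of the spongiotrophoblast and glycogen cells, 5 of which the prolactin, cathepsin and glycoprotein lists also hold, had a median log2 ratio of 5.80, and those of uterine muscle one of -2.23. The prolactin receptor gene Prlr had a log2 ratio of -0.18 ± 0.21.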

Placental levels of prolactin were also significantly increased in the presence of maternal UTI. There was an increase in the expression of the leptin receptor in the placenta of mothers that receive experimental UTIs. 

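The leptin receptor gene Lepr had a mean ratio of 83.7-fold in infected over sham placenta, a log2 ratio of 6.39 ± 0.21 (SD, n = 2 arrays). Signals were 36.0 and 39.8 in sham placenta, close to the negative-control means of 25.8 and 26.0, and 5659 and 7498 in infected placenta. This probe is printed 10 times on each array, and its 10 spots ranged from 71.5-fold to 93.3-fold. They are repeat readings of 1 probe on the same 2 RNA pairs, not separate transcripts. A second Lepr probe, printed once, had a ratio of 5.80-fold. Lep, which encodes leptin, was not well above background in either channel. Leprot, the leptin receptor overlapping transcript gene, had a log2 ratio of -0.43 ± 0.17, and Leprotl1 one of 0.43 ± 0.46. Lepr alone of these 5 receptor and ligand genes, the list's prolactin receptor gene Prlr included, rose when adjusted over the list alone. The study chose the leptin receptor on these samples, so this direction is not independent evidence. Over all probes it did not pass limma's test (adjusted p = 0.285), and with dim probes left out before the test it did. With Agilent's own processed ratios the fold was 255, and with normexp background correction it was 39.2. Trophoblast markers moved with Lepr, among them Gcm1, a transcription factor gene of the labyrinth, at least 6.14-fold higher in infected placenta.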

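Chemokine and cytokine genes lay on either side between infected and sham placenta. Of 35 chemokine genes, 3 were over 2-fold higher and 4 over 2-fold lower in infected placenta on both arrays, against 4 higher and 12 lower by the mean of the arrays. Ccl8, a monocyte attractant, had a log2 ratio of -4.56 ± 0.62 (SD, n = 2 arrays) and Ccl21a one of -3.72 ± 0.47. Cxcl1, a neutrophil attractant, was not well above background in sham placenta and was at least 7.85-fold higher in infected placenta, and Ccl27a had a log2 ratio of 2.65 ± 0.14. Of 25 cytokine genes, 1 was over 2-fold higher and 2 over 2-fold lower on both arrays, against 1 higher and 5 lower by the mean. Il6 had a log2 ratio of -0.21 ± 0.02, Tnf one of 0.40 ± 0.08 and Ifng, well above background on 1 array in each channel, one of -0.18 ± 0.26. Il17a and Il4 were not well above background in either channel on either array, and Il10 was well above background on 1 array in sham placenta and on neither array in infected placenta. Csf1, the macrophage growth factor gene, had a log2 ratio of -3.72 ± 1.15. Of 25 genes of the Toll-like receptor pathway, none was over 2-fold higher or lower on both arrays, and 1 was higher and 6 lower by the mean, with Tlr2 at -1.55 ± 0.94 and Tlr4 at -0.88 ± 0.45. Adjusted over each list alone, 2 chemokine genes rose and 2 fell, and no cytokine or Toll-like receptor pathway gene passed limma's test. With dim probes left out before the test, Cxcl1 and Ccl27a were higher and Ccl8 and Ccl21a lower at an adjusted p under 0.05 from limma over all remaining probes, and no cytokine or Toll-like receptor pathway gene passed. At an unadjusted p under 0.05, 6 chemokine genes were higher and 3 lower, 3 cytokine genes were higher and 3 lower, and 1 Toll-like receptor pathway gene was higher and 1 lower. Camera gave adjusted p = 0.151 for the chemokines, 0.295 for the cytokines and 0.0804 for the Toll-like receptor pathway, and with an estimated correlation the adjusted p was 0.868, 0.880 and 0.868. For the Toll-like receptor pathway the adjusted p was under 0.05 with 5 other settings, from 0.0207 without loess to 0.0445 with the authors' deposited value table, and array 1 alone gave a median log2 ratio of -0.0014 against -0.64 on array 2.

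**Figure D2:**
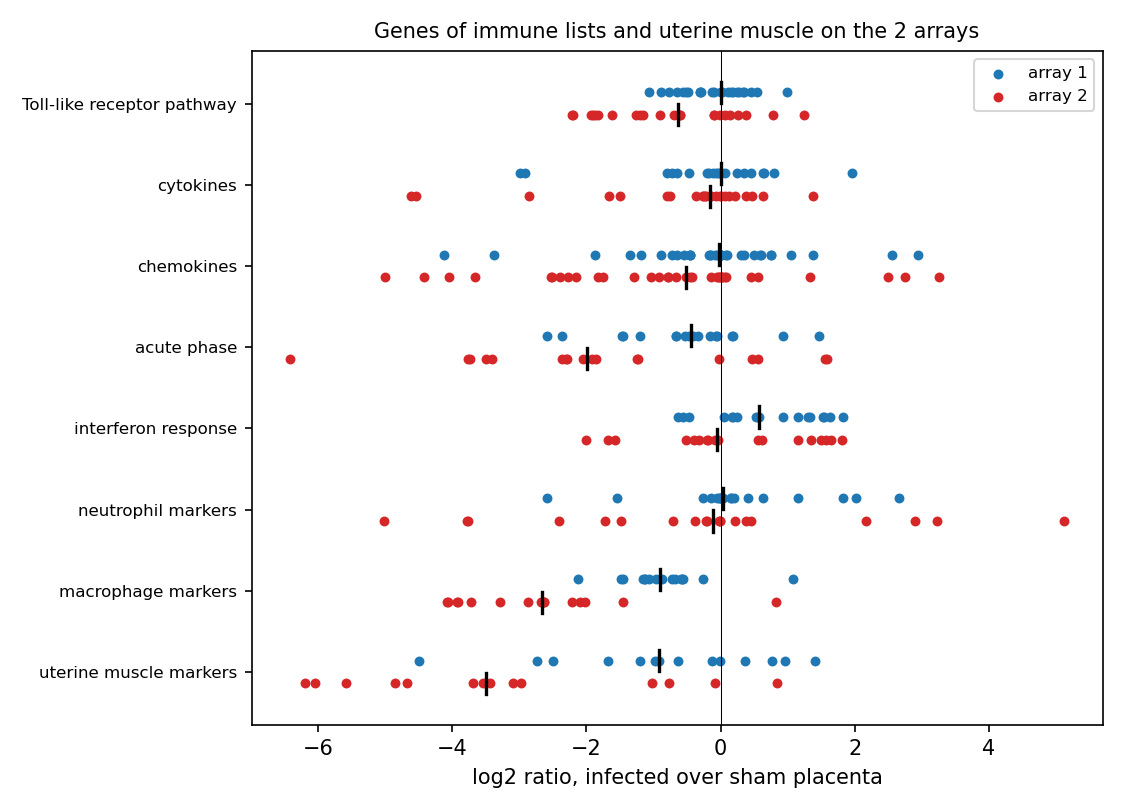
Log2 ratio of infected over sham placenta (horizontal axis) for each measured gene of 8 lists, on array 1 (blue) and array 2 (red), with a black bar at each median. Macrophage and uterine muscle markers sit to the left on both arrays and further left on array 2, with medians of -0.91 and -2.67 for macrophages and -0.92 and -3.49 for muscle.

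Of 18 interferon response genes, 7 were over 2-fold higher and 3 over 2-fold lower by the mean of the arrays, and 5 and none on both arrays. Adjusted over the list alone 7 rose, with Rsad2 at a log2 ratio of 1.73 ± 0.13, Isg15 at 1.67 ± 0.20 and Irf7 at 1.52 ± 0.03, while Irf1 had a ratio of -1.11 ± 0.67. Its camera adjusted p was 0.0327 and its median 0.34, and with an estimated correlation the adjusted p = 0.868. The camera call was lost with dim probes left out and with no replicate block, and the median was -0.06 on array 2 alone. Of 17 macrophage markers, 15 were over 2-fold lower in infected placenta by the mean of the arrays and 7 on both arrays. The macrophage list shifted downward with camera (adjusted p = 6.63e-05), and with an estimated correlation the adjusted p = 0.868. Of 20 neutrophil markers, 4 were over 2-fold higher and 4 over 2-fold lower, with S100a8 at a log2 ratio of 3.89 ± 1.73 and Lcn2 at -3.18 ± 0.83. This list shares Lcn2 with the acute phase genes and Ltf with those of the uterine epithelium and glands. Alongside these lists, 11 of 15 smooth muscle genes were over 2-fold lower in infected placenta by the mean of the arrays. Of 12 genes of the uterine epithelium and glands, 8 were over 2-fold lower and 2 over 2-fold higher by the mean, and 3 and none on both arrays.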

None of the genes represented in the transcriptional analysis were directly related to activation or recruitment of the innate immune response (e.g. TRL receptor, cytokine production, chemokine production), which corroborates the observation that the reproductive organ is sterile. Furthermore, the lack of primary inflammatory mediators suggests that bacterial antigens do not appear to escape the bladder to gain access to the reproductive organ to initiate the proinflammatory responses observed in the uteroplacental unit.

**Table 2:** The top 4 families that demonstrate increased transcription in each individual placenta at 48 hours following introduction of maternal UTI are indicated, along with the number of times each family was represented and the fold change in expression.

Family	Function	Occurrences	Fold Increase
Cathepsin	Apoptosis	6	81–810
Prolactin	Maintain fetal tolerance	22	28–784
Leptin receptor	Fetal weight gain	9	71–93
Ceacam	Cell adhesion	5	56–568

The full list of transcripts is deposited in the GEO database (accession number GSE32028).

## Discussion

Here, we demonstrate that a non-disseminated UTI is associated with adverse perinatal outcomes. Kaul *et al.* presented a mouse model of pyelonephritis-induced preterm birth and low birth weights while investigating the virulence of the Dr adhesion [44]. In contrast to our model, the mothers became septic and all of the fetuses became infected, presumably due to the use of a pyelonephritic UPEC strain (compared to our cystitis strain) and the use of immunocompromised TLR4-deficient mothers. Due to the dissemination to the reproductive organ, the model presented by Kaul *et al*. provides additional insight into the effects of intrauterine infection on fetal development. In our system, the offspring of mothers that experienced experimental UTI displayed up to 80% decrease in fetal weight when compared to non-infected mothers. This phenomenon occurs as early as 48 hours post introduction of cystitis and continues throughout gestation. An important feature of our model of adverse perinatal outcome model is that localized cystitis induced delayed infiltration of PMNs and macrophages in distal organs. We demonstrated that bladders from mice with experimental UTI had an expected increase of professional phagocytes as a result of localized infection; however, inflammatory cells were also observed in the kidney, even in the absence of viable bacteria. Furthermore, a robust cellular inflammatory response was observed in the uteroplacental tissue of those mice with experimental UTI when no viable bacteria were recovered (the same tissue sample tested for both bacteria and cellular infiltrate). In fact, there was a correlation between PMN infiltration and diminished fetal weight gain (Figure S3), suggesting that the presence of the PMNs may contribute to the IUGR-LBW observed in the presence of non-disseminated UTI. The cellular inflammatory response in the pregnant reproductive organ was more severe than the kidney and in the naïve uterus, suggesting that the uteroplacental tissue is no longer privileged and may be more susceptible than other adjacent genitourinary organs to systemic changes in immune status.

Our evidence indicates that the placenta is progressing through apoptotic death as a consequence of a strong cellular influx of immune cells into the reproductive organ. Cathepsin Q is a placental specific apoptotic factor that induces necrotic cell death in the presence of reactive oxygen species-mediated DNA damage such as produced by PMNs and macrophages. We hypothesize that the induction of Cathepsin Q in the UTI cohort indicates that the influx of professional phagocytes is inducing DNA damage within the placental cells. High serum prolactin is associated with miscarriage in humans [45] and prolactin is involved in the T-cell functions associated with maintenance of fetal tolerance [46]. Whether prolactin levels are elevated as a consequence of the phagocyte infiltration as a means to protect the fetus from the maternal immune response or whether the levels disrupt the T-cell functions that lead to inflammatory cell infiltrate are under investigation. Leptins are important in proper fetal weight gain [47]. The increased production of the leptin receptor suggests that the placental unit is attempting to acquire more nutrition for the developing fetus. These observations provide insight into the molecular mechanisms that underlie intrauterine growth restriction as a result of maternal UTI.

Cytokines measured in the serum of our infected pregnant females demonstrated the absence of Th2 effectors characteristic for healthy pregnancy, and thus, both Th1 cytokines (INF-γ, TNF-α) and Th17 cytokines (IL-17) are significantly elevated at delivery. Furthermore, IL-6 and TGF-β are key factors in the development of Th17 cells. Similar systemic inflammation along with an imbalance of Th1 and Th2 cells in the uterus is a dominant component implicated in the pathogenesis of pre-eclampsia [48]. This change from Th2 to Th1 should alter DC function and compromise fetal tolerance. However, we did not detect significant changes in uteroplacental iDCs, thus, we favor the hypothesis that mDCs may traffic to adjacent organs via hematogenous route. Multiple mechanisms by which DCs can mobilize to lymph node or spleen, return to the blood and enter other organs were reviewed by Randolph *et al*. [49]. Reverse trafficking might facilitate the spread of antigens from tissue to tissue carried by DCs serving as Trojan horses [50], [51]. However, our transcriptional analysis of the placenta indicates that the placenta is not the primary site of immune activation under these experimental conditions. It is also possible that cellular innate responses result in increased levels of cytokines such as TNF-α that could stimulate DC maturation in distinct and distant urogenital tissues, which would in turn, promote Th1/Th17 responses and manifest in a more robust systemic inflammation. Indeed, we were able to detect an increase in mDC in the uteroplacental tissue, and also elevated inflammatory cytokines in the serum, which might impact the type and severity of the inflammatory responses. The implication of a remote infection producing sufficient inflammatory stimuli to restrict adequate fetal development has numerous clinical implications. Moreover, these observations suggest that local infections result in the inflammation in a number of non-infected organs, which may also impact the function of those organs. In this particular case, the systemic inflammation has a dramatic effect on an organ function (i.e. the uteroplacental unit) leading to intrauterine growth restriction and low birth weight.

In conclusion, our murine model of maternal non-disseminated UTI-induced adverse perinatal outcomes provides a platform to further elucidate the inter-organ cross talk that occurs during localized infections.

## Materials and Methods

### Mice and optimized mating for generation of outbred pregnancies

4–6 week old C57Bl/6 female mice were obtained from Jackson Lab, (Bar Harbor, ME). Females were outbred with C3H/HeN males less than 1 year of age purchased from Harlan Labs (Indianapolis, IN). Forty-eight hours prior to the overnight mating sessions, males and females were exchanged in the cages to allow the mice to become familiar with their future mate's scent in an attempt to increase the rate of conception. To synchronize impregnation and maintain precise infection and delivery dates, 2 females were housed with 1 male (in the female's cage) overnight for less than 16 hours. Therefore, successful pregnancies were determined by maternal weight gain following cohousing. Female mice that did not become pregnant as determined by every other day weight measurements were returned to the mating rotation every 2–3 weeks until conception occurred. Females were deemed pregnant if they had gained at least 2 grams over a 1-week period. The distinct histocompatibility complex classes chosen will invoke fetal tolerance to prevent fetal rejection. Our mating combination resulted in the typical number of fetuses with a gestational length of 20 days (Figure S1). With this mating pair combination, we observed a normal distribution of fetus number (8–10) and gestational length (typically 19–21 days). Taken together with an average rate of impregnation of 30%, these variables indicate that maternal fetal tolerance prevented rejection of the paternal allo-antigens resulting in a successful pregnancy. The presence of fetal tolerance in our outbred model is further supported by other investigations that demonstrate fetal rejection using a different outbred mating pair that does not invoke fetal tolerance [52], [53]. Maintenance of all mice was in strict accordance of the Institutional Animal Care and Use Committee (IACUC) rules and regulations. All animals are housed in accordance with USDA guidelines for the care and housing of laboratory animals, and USDA officials routinely inspect the facilities. Specifically, the mice had a normal 12-hour light-dark cycle and were maintained on standard chow diet (Harlan Laboratories). The mice were housed using ventilated cages, corncob bedding, and proper enrichment with changes on a two-week basis. As such, at most, the cages were changed once during the experimental period. The mice were also sequestered from being inadvertently disturbed by human interactions due to housing in a separate containment unit that was only opened when the pregnant mice were monitored. The experiments presented in this manuscript are approved (AR08-00039) by The Research Institute at Nationwide Children's Hospital Institutional Laboratory Animal Care and Use Committee (Welfare Assurance Number A3544-01).

### Infection/Bacterial Strains

UTI89/pANT4 [43], [54], a prototypical UPEC strain obtained from a patient with cystitis [35] which contains an episomal plasmid asserting ampicillin resistance, was used for all studies. Pregnant female mice were transurethrally inoculated with 50 µl of ∼10^8^/mL UTI89/pANT4 or sterile phosphate buffered saline (PBS) as previously described [34].

### Tissue Processing

Following isoflurane anesthesia per IACUC protocols, renal arteries of the pregnant mice were severed and blood was aspirated into tubes containing EDTA. Bladder, kidneys, and uteroplacental tissues were minced into small pieces with scissors and were digested for 25–30 minutes at 37°C under slight agitation. Bladders and kidneys were digested in 0.5 mg/ml collagenase and 100 µg/ml DNase I in RPMI 1640 medium (Invitrogen, Grand Island, NY) containing 0.5% heat-inactivated fetal calf serum (PAA Laboratories, Pasching, Austria) and 20 mM HEPES as previously described [55], [56]. The uteroplacental tissues were digested in a HBSS solution containing 1 mg/ml collagenase type IV, 0.2 mg/ml DNase I, 200 U/ml hyaluronidase, and 1 mg/ml bovine serum albumin/fraction V as previously described [57]. After enzymatic dissociation of tissues, an aliquot of each organ (bladder, kidney, or uterus) or undiluted blood was serially diluted in PBS and plated on LB agar and LB agar containing ampicillin to enumerate bacterial burden. The number of colonies was indistinguishable on LB agar and LB agar containing ampicillin.

### Analysis of Cellular inflammation

Cell suspensions were washed in FACS buffer and filtered through a 70 µm nylon filter (Becton Dickinson, Franklin Lakes, NJ) to remove cellular debris. One mL of ACK lysing buffer (Invitrogen, Grand Island, NY) was added to the kidney, spleen, and bone marrow to lyse red blood cells. A discontinuous 20, 40, and 80% Percoll gradient was prepared as described [58] according to manufacturers recommendations (GE Healthcare Biosciences, Pittsburgh, PA). One ml of single cell suspensions of kidneys and uterus were underlayed in 80% Percoll layer and centrifuged at 500× g for 25 min at room temperature. The band between the 40 and 80% layer was collected and washed twice in PBS. Prior to antibody staining, single cell suspensions of each sample were incubated with Fc blocking antibody (eBiosciences, San Diego, CA), to minimize non-specific antibody staining. The following antibodies were used to discern specific cellular populations: anti-CD11b-phycoerythrin (M1/70), anti-Gr-1-phycoerythrin-cy-5.5 (RB6-8C5), anti-Ly6C-Alexaflour 488 (ER-MP20), anti-CD11c-allophycocyanin (N418), anti-major histocompatibility complex class II-Alexa 700 (M5/114.15.2), anti-major histocompatibility complex class II-Biotin (KH74), anti-allophycocyanin-cy-7 streptavidin, anti-F4-80-phycoerythrin-cy-7 (BM8) (all from eBiosciences, San Diego, CA except anti-MHC II –Biotin, BD Pharmingen, San Diego, CA). Single color controls for each antibody were used with either bone marrow or spleen for fluorescence compensation. A viability discrimination marker was used according to the manufacturers' instructions (Violet Live/Dead kit, Invitrogen, Carlsbad, CA) to exclude dead cells from subsequent analysis. Cellular data were collected with a BD LSR II flow cytometer (Becton Dickinson, San Jose, CA) and analyzed with Flowjo software (Tree Star, Ashland, OR). Statistical analysis and graph constructions were made using Prism 5.0 (GraphPad Software, Inc, La Jolla, CA).

### Bacterial Cultures

Each organ sample, including blood, was plated on LB plates containing ampicillin sulfate (125 µg/ml, Fischer Scientific, Fairlawn, NJ). Serial dilutions of each organ were plated in consecutive rows on LB agar and LB agar containing ampicillin to enumerate bacterial burden. Undiluted blood samples were also plated. Colony counts were then recorded for any growth and labeled as none detected if no growth was witnessed. The number of colonies was indistinguishable on LB agar and LB agar containing ampicillin.

### Cytokine Analysis

Maternal serum was analyzed for various cytokine levels using a Th1/Th2 and a Mouse Inflammation Cytokines Bead Arrays (both from BD Biosciences, San Jose, CA). Samples taken at the time of harvest from severed renal vessels were spun for 10 minutes at 10,000 rpm. Serum was then collected and frozen at −80°C for batch testing. Fifty microliters of serum was used for each sample tested. If more than 50 µl was available, samples were run in duplicate. We then used an LSR II cytometer to measure the following: IL-2, IL-4, IL-5, IL-6, IL-10, IL-12, IL-17, IFN-γ, and TNF-α. Software included in the kits was used for conversion into pg/ml.

### mRNA Extraction

Samples of the placenta and the uterus were taken on gestational day 16 from 4 mice. Two mice received experimental UTI or shame inoculation on gestational day 14. Tissue samples were homogenized in 1 ml TRIZOL® Reagent per 50–100 mg of tissue using power homogenizer Polytron. The homogenized samples were incubated for 5 minutes at room temperature and then 0.2 ml of chloroform per 1 ml of Trizol were added to the tube. Total RNA was isolated from the homogenized samples with TRIZOL reagent according to the manufacturer's recommendations.

### Microarray analysis

Two-color gene expression analysis was performed in-house by the Biomedical Genomics Core. In outline, 500 ng of total RNA was amplified and labeled with either Cy3 (uninfected control samples, n = 2) or Cy5 (infected test sample, n = 2) using the Low Linear Amplification Kit (Agilent Technologies, CA). This labeling reaction produced 7–10.0 µg of Cy3-labeled cRNA (anti-sense), by first converting mRNA primed with an oligo (d)T-T7 primer into dsDNA with MMLV-RT and then amplifying the sample using T7 RNA Polymerase in the presence of Cy3-CTP. After purification, 825 ng of each the test and control cRNA was fragmented and co-hybridized to the Whole Mouse Genome Oligo Microarray (AMADID 04868; Agilent Technologies, CA) array for 17 hr. at 65°C. This array consists of 44,000 60-mer oligonucleotides, representing 21,609 known genes represented by 33,661 transcripts.

Microarray slides were washed and then scanned with an Agilent G2505C Microarray Scanner. Images were analyzed with Feature Extraction 10.7 (Agilent Technologies, CA) in two color gene expression mode. Median foreground intensities were obtained for each spot and imported into the mathematical software package “R”. The intensities were corrected for the scanner offset but not further background corrected. The dataset was filtered to remove positive control elements. Using the negative controls on the arrays, the background threshold was determined and all values less than this value were set to the threshold value. Finally, the data were global loess normalized using the LIMMA microarray processing package in “R” (Smyth, 2004). Fold change values were then calculated for each element on the array and averaged for the replicate samples. Genes with a fold change >2 fold up or down were considered differentially expressed. All microarray data is MIAME compliant and the raw transcriptional data has been deposited into the MIAME compliant database, GEO, accession number GSE32028.

### Statistical Analysis:

Exact values (symbols) or median values (graphs) are represented in each figure. Statistical significance was determined using two-tailed non-parametric Mann-Whitney U test (GraphPad Software, Inc, La Jolla, CA).

## Supporting Information

Figure S1 **Maternal weight gain during UTI.** Mothers were weighed daily following impregnation to validate pregnancy. On gestational day 14, mothers received PBS (black lines) or experimental UTI (gray lines) and were weighed at least every other day to assess the effect of UTI on maternal weight gain. The rate of gain (slope of the line) are not different between the cohorts. Only three representative mothers from the sham cohort and 7 of the UTI cohort are depicted for clarity.
(TIF)

Figure S2 **Gating strategy for identification of infiltrating myeloid cells.** Representative graphs indicate the markers and the populations that were selected for analysis.
(TIF)

Figure S3 **Correlation of PMN infiltration with IUGR.** The magnitude of PMN infiltration into the uteroplacental tissues was inversely correlated with the weight of each offspring at 96 hours in pregnant mice that received experimental UTI (gray) or sham infection (black). Each data point represents the weight of a single fetus with the magnitude of the PMN infiltration into the uteroplacental tissues.
(TIF)

Figure S4 **Correlation of IL-6 with IUGR.** The magnitude of IL-6 serum levels was inversely correlated with the weight of each offspring at 96 hours in pregnant mice that received experimental UTI (gray) or sham infection (black). Each data point represents the weight of a single fetus with the magnitude of the maternal circulatory IL-levels.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

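Transcript levels were measured in placentas harvested 48 h after inoculation, on 2 two-color Agilent arrays, each with 1 infected placenta in Cy5 and 1 sham placenta in Cy3. The uterus arrays were not analysed here. The files the authors deposited hold spot intensity values of each channel as Feature Extraction wrote them, with background levels and quality marks, and a ratio on the log10 scale that Feature Extraction computed after background subtraction and dye normalization. The files name Feature Extraction version 10.7.1.1, while the submitters' processing notes name version 10.7.3.1. The authors' deposited value table holds log2 ratios of Cy5 over Cy3 for the same spots, after offset correction, the threshold from the negative controls and loess in limma, as the methods describe.

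From the median intensities, the scanner's dark offset was subtracted, 7.86 for Cy3 and 7.27 for Cy5. Values under the mean plus 2 SD of the negative controls of that channel and array were raised to it. Log2 ratios were then normalized by loess within each array in limma 3.58.1 under R 4.3.3, with control and outlier spots at weight 0, and control spots were left out. Spots of a probe were averaged, which gave 41174 probes, 41169 of them measured on both arrays. The test was limma's lmFit with an intercept and eBayes, with Benjamini-Hochberg adjustment over these probes and a threshold of 0.05. The mean fold over 2 is the study's own call. Per gene, the brightest probe by mean level was used. In all, 33 lists of genes and cell type markers were tested with camera at a preset correlation of 0.01, with adjustment over all lists, and again with an estimated correlation. With 2 arrays that estimate has 1 residual degree of freedom, so a list that fails with it stays undecided. The preset correlation treats the genes of a list as nearly independent, so its p-values do not measure the spread between placentas.

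Probes were named by matching unversioned accessions to a RefSeq gene table of assembly GRCm38.p6. The files were annotated on an earlier build, so no coordinates are given. Of all probes, 61.0% had a name. Psg30 is an older name of Ceacam5 in that table, so 1 gene stands in both the Ceacam and the glycoprotein lists, and Prl2c4 is read as Prl2c3.

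Settings, lists and alternatives were chosen before the data were examined, except the counts of Lepr spots and of named genes on each array. The tests of explanations were also chosen afterwards. Genes named in the text are those the study names, the 12 highest and 12 lowest mean ratios over 2-fold on both arrays with 1 probe per gene, from each list 2 to 4 members with the largest ratios or the highest signal, and Actb and Gapdh. No probe passed the test, so the 24 genes of the second group are given as values. Bax, Casp3, Cdkn1a, Cxcl1, Gcm1, Igf1, Irf7, Lep, Prlr, Elf5, Krt7, Rhox5, Tfap2c, Tgfb3 and Tlr4 fall outside this rule and were named after their values were seen. The families as such fall under it, but Cts6, Cts7, Cts8, Ctsc, Ctsj, Ctsr, Ceacam14, Prl5a1 and Prl7c1 were picked from them after their values were seen, and values in the study's Table 2 had been read beforehand. The pairing of channels on an array comes from the hybridization itself, and treating the channels as independent samples is an alternative.

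The test was tried on simulated data for the comparison of infected and sham placenta on 2 arrays, with 200 changed probes among 41169. With the spread set per level of signal, it recovered 0% of changes of 2-fold, 96.5% of 8-fold and 100% of 64-fold. With each probe given its own observed spread it recovered 0% at each of these sizes, so recovery depends on the spread assumed. With dim probes left out the shares were 12%, 100% and 100% under the first spread, with 3, 4 and 18 false calls, and 0% under the second. Alternatives were normexp with offset 50, Agilent's processed ratios, the authors' table, other floors, no loess, a filter on dim probes, other averaging, other test settings and each array alone.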

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

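All tests of explanations in this part were chosen after the result was seen. With 2 arrays, no group was large enough for a search for outlying samples. Gene groups that the paper does not report as groups from these arrays stood apart between the channels by the mean of the arrays, with medians of the same sign on both and these median log2 ratios of infected over sham placenta. Trophoblast giant cell markers had 7.21, spongiotrophoblast and glycogen cell markers 5.80, pregnancy-specific glycoproteins 4.91, trophoblast markers outside the study's families 3.00 and labyrinth markers 2.74. Of the 6 giant cell markers 4 belong to the study's cathepsin and prolactin families, and of the 12 spongiotrophoblast markers 5 belong to those families or the glycoproteins. Uterine natural killer cell markers had 3.07, with Gzmc at 4.47 and Il2rb at 4.17. Smooth muscle markers had -2.23, macrophage markers -1.82, uterine epithelium and gland markers -1.20 and acute phase genes -1.17. The medians of the uterine epithelium were -0.57 on array 1 and -1.81 on array 2, and those of the acute phase genes -0.44 and -1.99, with C3 at -2.36 on array 1 and -6.41 on array 2.

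The pattern most open to a second look is that trophoblast transcripts were far higher in infected placenta on both arrays, Tpbpa at 607-fold on array 1 and 936-fold on array 2. Low yield or weak labeling of the sham RNA as the whole cause, which would lower every gene alike, is argued against by housekeeping genes, whose median log2 ratio before normalization was 1.46 on array 1 and 1.97 on array 2 (mean 1.72, SD 0.56 and 0.63 between genes), against 3.93 and 4.50 for trophoblast markers outside the study's families. The pattern was not limited to the families the study names. Of 24 other trophoblast markers, 17 were over 2-fold higher by the mean of the arrays and 2 over 2-fold lower. This count cannot decide whether infection raised only those families, because sham RNA with little placenta would raise the same markers. Whether the sham RNA came from tissue with little placenta, such as uterine wall and membranes, stays open. Smooth muscle markers had a median of -0.92 on array 1 and -3.49 on array 2 (mean of the arrays -2.23). Tagln signal was 20020 and 131970 in the sham channels against 7650 and 7396 in the infected channels. Natural killer cell markers of the uterus moved with trophoblast, at a median log2 ratio of 3.07. Of 15 decidua markers, 5 were over 2-fold higher and 2 over 2-fold lower by the mean of the arrays. Neither list decides the question, because the amount of decidua in each RNA is not known. The sham channels also held Rhox5 (48607 and 15882), a member of the trophoblast list, but 1 transcript does not show which tissue it came from. Yolk sac endoderm markers were bright in both channels, at a median percentile of 99.3 in sham and 98.4 in infected placenta. Their median log2 ratio was -0.68, with 0.047 on array 1 and -1.36 on array 2. A broad effect of infection on trophoblast genes stays open as well and untested, because each sham placenta was seen once and no further placenta is there to compare it with.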

How the results depend on the processing

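The counts of Lepr spots and of named genes on each array were chosen only after the data were seen. The number of calls differed between settings. Among the genes given with values in the text, the sign differed between the arrays for Elf5 (0.11 on array 1 and -2.31 on array 2), Actb, Cd3e, Il17a and Lep, and with the other settings it turned for Cd3e and Il17a alone. At an adjusted p under 0.05, limma called 285 probes higher and 35 lower with dim probes left out, 255 and 32 with an intensity trend, 2283 and 2130 without loess, and none in either direction with the other tested settings. The degrees of freedom that limma borrows across probes were 1.07 over all 41169 probes and 3.02 over the 30193 left without dim probes. For Ctsq the standard error was 0.262 over all probes and 0.285 without dim probes, while limma's unadjusted p was 0.000598 and 4.36e-06. For Lepr the standard errors were 0.124 and 0.232, and the unadjusted p from limma 0.000301 and 1.0e-05. The lower p of these 2 genes therefore did not come from a smaller standard error. Whether the borrowed degrees of freedom account for the other calls was not tested. Probes over 2-fold lower numbered 640 when required on each array, and 908 to 4103 with 1 array left out. Agilent's processed ratios gave 4153 higher and 4641 lower. Lepr counted as spots gave 11, and named genes at 4.7-fold or more on each array 273, both chosen after seeing the data. With an estimated correlation no list passed camera (adjusted p of 0.853 or more). The estimate came from 1 residual degree of freedom and was 1 for the prolactin, placental cathepsin and macrophage lists. This result therefore cannot decide whether a list shifted. The median log2 ratios were unchanged, at 6.84 for placental cathepsins, 7.24 for prolactins, 1.71 for Ceacam, 4.91 for glycoproteins, 0.34 for interferon response, -1.17 for acute phase, 0.59 for hypoxia, 5.80 for spongiotrophoblast, 2.74 for labyrinth, 7.21 for giant cells, 3.00 for other trophoblast, -2.23 for smooth muscle, -1.20 for uterine epithelium, -0.68 for yolk sac, -1.82 for macrophages and 3.07 for uterine natural killer cells. The Toll-like receptor list passed with normexp (-0.35), the authors' table (-0.41), no floor (-0.41), no loess (-0.32) and dim probes left out (-0.43), and the chemokines without loess (-0.26). The interferon list (0.34) lost its call with dim probes left out and with no replicate block, which also ended that of uterine epithelium (-1.20), and acute phase lost it with Agilent's ratios (-1.31). The sign of values near 0 turned for Il17a with normexp (0.010) and no loess (0.020), Cd3e with Agilent's ratios (0.073), erythroid markers with normexp (0.033) and Agilent's ratios (0.033), neutrophil markers with normexp (0.037), Agilent's ratios (0.025) and no loess (0.0022), and the leptin and prolactin receptor list with dim probes left out (0.12). Leaving out 1 array gave -0.059 to 0.56 for the interferon list and -1.36 to 0.047 for the yolk sac list, and the medians of 5 lists with no call (nutrient transport and growth, endothelium, decidua, neutrophils, leptin and prolactin receptors) also differed in sign between the arrays. The fit without the replicate block changed no other call. Mean signals in place of median signals were not run, and normexp used median signals, because the files used here hold no mean signals. Signal over background limits ratios of genes dim in 1 channel to lower bounds.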

Differences from the paper's values

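Counting Lepr spots one by one and counting named genes on each array were chosen only after the values were seen. The paper gives 257 transcripts at 4.7-fold or more, and 458 probes had a mean ratio that high here. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with normexp background correction (346) and when the fold had to be reached on each array (339). It did not with the authors' deposited value table (460), the 99th percentile floor (458), no floor (459), no loess (478), dim probes left out (458), no replicate block (458), the arithmetic mean of the folds (489), Agilent's processed ratios (1017), array 2 alone (582) or array 1 alone (443). Counting named genes that reached it on each array gave 273, a choice made after seeing the values. The number of the paper's own transcripts this drops is not known, since its text does not list them.

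For the leptin receptor the paper gives 9 occurrences at 71-fold or more, and 1 probe reached that here. It was 1 under every alternative set before the data were examined except normexp, where it was 0. Counting spots one by one, a choice made after seeing the values, 10 spots of that probe ranged from 71.5-fold to 93.3-fold.

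The paper states that no gene in its analysis related directly to recruitment or activation of innate immunity. The transcripts the paper lists start at 4.7-fold, and its families are given as increases. The counts here use a 2-fold threshold in both directions, so they do not test that statement at its own threshold. Of the 35 chemokine genes here, 3 were over 2-fold higher and 4 over 2-fold lower on both arrays, including Ccl8 at a log2 ratio of -4.56. Of the 25 cytokine genes, Tgfb3 (1.67) was over 2-fold higher and Csf1 (-3.72) and Tgfb2 (-3.81) were over 2-fold lower on both arrays. No gene of the Toll-like receptor pathway was over 2-fold higher or lower on both arrays. The paper also states that several apoptotic factors other than cathepsin Q were strongly raised. Among 39 apoptosis genes other than cathepsins, none had a mean ratio over 2-fold higher. The paper's Table 2 gives the cathepsin family the function apoptosis, and the 6 placental cathepsin genes over 2-fold higher here belong to that family.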

Other observations

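Of 25 genes of nutrient transport and growth, 6 were over 2-fold higher and 6 over 2-fold lower in infected placenta by the mean of the arrays, and 5 and 1 on both arrays. The median was 0.18 on array 1 and -0.52 on array 2, and the list as a whole did not pass (adjusted p = 0.972 from camera, median log2 ratio -0.28 and mean 0.09). The transporter genes Slc38a4 (amino acids, log2 ratio 3.11 ± 0.82, SD, n = 2 arrays), Slc16a3 (lactate, 3.11 ± 0.58) and Slc2a1 (glucose, 2.28 ± 0.16) were among the higher, and the growth factor gene Igf1 had a ratio of -2.92 ± 2.21. Of 19 hypoxia genes, 3 were over 2-fold higher and none over 2-fold lower, with Adm, which encodes adrenomedullin, at 3.14 ± 0.02. The hypoxia list shifted upward with camera (adjusted p = 0.00215), and with an estimated correlation the adjusted p = 0.853. Slc2a1 stands in both lists. Slc38a4 and Slc16a3 are also among the labyrinth trophoblast markers, whose median log2 ratio was 2.74.

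Decidua markers had a median log2 ratio of -0.20 and a mean of 1.01, with medians of 0.15 on array 1 and -0.44 on array 2. Endothelium had 0.03, with 0.74 on array 1 and -0.33 on array 2. The medians were -0.01 for erythroid cells, -0.05 for T cells, -0.27 for dendritic cells and MHC class II and 0.21 for housekeeping genes. Of 13 fibroblast and matrix genes, 6 were over 2-fold lower and 1 over 2-fold higher by the mean of the arrays, with a median of -0.94 (adjusted p = 0.107 from camera). Of 13 yolk sac endoderm markers, 5 were over 2-fold lower by the mean, none on both arrays, and none was over 2-fold higher. Their list shifted downward with camera (median -0.68, adjusted p = 0.0271), and with an estimated correlation the adjusted p = 0.868. The yolk sac median was -1.36 on array 2 and 0.047 on array 1.

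The pairs of placentas differed in Y-linked transcripts. Ddx3y had a log2 ratio of 0.28 on array 1 and 4.63 on array 2, where its sham signal was 37, and no listed Y-linked gene was over 2-fold higher on both arrays. Xist had a log2 ratio of -2.27 on array 1 and -3.11 on array 2. The 5 genes listed for the sex of the fetus had a median of 1.11 (adjusted p = 0.469 from camera). Log ratios correlated between the arrays across probes at r = 0.729, with a spread (SD) of 0.64 on array 1 and 0.96 on array 2.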
